A study of Mus musculus with 18 samples. Its data were reported in "Nuclear actin structure regulates chromatin accessibility" (2024).

How the data were processed

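RNA-seq was carried out on marrow-derived mesenchymal stem cells (MSC) from C57BL/6J mice, which are adherent progenitor cells of the bone marrow that can become fat or bone cells. The samples fell into 6 groups of 3 libraries each, and the labels gave the group and the replicate number of every library. In the first experiment cells were left untreated (control), or were given CK666, an inhibitor of the Arp2/3 complex that starts branches on actin filaments, or cytochalasin D (CytoD), a fungal compound that caps actin filaments. In the second experiment cells were transfected with a control siRNA (siControl) or with an siRNA against Arp4 (siArp4), and a further group received the Arp4 siRNA and CK666 (siArp4+CK666). Arp4 is the product of the gene Actl6a. A group given siControl and CK666 together was not analysed here.

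Libraries were unstranded and read as pairs. The authors quantified transcripts with Salmon at default settings against the GENCODE vM25 annotation of the GRCm38 mouse genome, and deposited estimated counts per gene, with no scaling between samples. The way transcript estimates were added up to genes was not given in the sources used here. The deposited table held 54347 genes and 18 libraries, every column matched 1 sample, and no column was left without a sample. Of the nonzero values 0% equalled a whole number exactly, with no tolerance, and among 2227 genes with 1 annotated transcript and low values the median lowest nonzero value was 0.973. Expected counts were rounded to whole numbers before any count model was fitted, which moved a library total by at most 277 counts (0.0014%). Totals ran from 18075610 to 24733212 per library. Gene symbols and coordinates were taken from GENCODE vM21, which is on the same GRCm38 build, and 54094 gene identifiers matched while 253 did not and were kept under their identifier. Because the libraries were unstranded, counts of genes that overlap on opposite strands could be mixed, and reads from near-identical copies could be split by the quantification. Such genes are reported as uncertain where they are named, or the overlap is stated, except where the overlapping genes had a mean count of at most 37.56.

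Differential expression was tested with DESeq2 1.42.0 in R 4.3.3 by its Wald test, the tool named in the methods of the study. Settings were the defaults except that independent filtering was run at the adjusted p used for calls. No genes were removed beforehand, and fold changes were not shrunken. The 9 libraries of each experiment were fitted together with the group as the only term, because only the cells of the second were transfected. Each gene thus had 1 dispersion for all groups of a fit. A wide spread in 1 group, such as siControl, could therefore change the p-values of comparisons without it. A gene was called where its absolute log2 fold change was over 1 and its Benjamini-Hochberg adjusted p was below 0.01. An interaction contrast, the effect of CK666 in knockdown cells minus the effect of CK666 in untransfected cells, was fitted over all 18 libraries with 6 groups. All p-values were two-sided. Normalized counts were divided by the DESeq2 size factors of their own experiment, so levels are compared within an experiment.

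Distances between libraries were Euclidean over the 1000 most variable genes after the variance stabilizing transformation of DESeq2, and principal components used the same genes. Gene lists for proliferation (78 genes), the unfolded protein response (36), adipogenic markers (12) and osteogenic markers (11) were tested with camera in limma 3.58.1, with the inter-gene correlation preset at 0.01, on log2 CPM values (TMM scaling, prior count 2) of genes kept by filterByExpr in edgeR 4.0.16. Adjustment ran over the 24 list tests, and a list was called at an adjusted p below 0.05. Lists of targets of SRF/MRTF (25 genes) and YAP/TEAD (22 genes) were adjusted over 12 tests of their own. The marker lists are the ones the study displayed for the control, CK666 and CytoD libraries, so their results in the first experiment are not independent evidence. Lists of 8 ATF4 and CHOP genes, 23 ER chaperone and ERAD genes and 24 ATF4 targets outside the unfolded protein response list were written later and adjusted over 18 tests. Fry and camera with an estimated correlation were run on every list, and fry in each of the 6 orders of the groups, which was added after the data were seen.

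Genes are named in the text by a rule. It takes Actl6a and its paralogue Actl6b, the 3 largest rises and the 3 largest falls among called genes in each comparison with a control, the 2 largest in each direction in the other comparisons and in the interaction, and the marker genes. The largest changes were taken among genes with a mean normalized count of at least 100 over the fitted libraries, whose groups did not overlap (not required for the interaction), and genes without a descriptive symbol were passed over. Other named genes are said to be so. A gene that the rule takes for CytoD is not reported here. Overlap of calls between comparisons that share controls was set beside 10 simulated draws per experiment in which all groups were unchanged. Overlap between the 2 experiments, which share no libraries, was tested with Fisher's exact test over the 14133 genes with an adjusted p in both.

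Alternatives were edgeR's quasi-likelihood test, TMM size factors, a filter requiring a count of 10 in 3 samples, fits on only the groups compared or on all 18 samples, a replicate block, an adjusted p below 0.05, no fold change minimum, a test against a fold change of 2, shrunken fold changes, and leaving out each library in turn. For distances they were 500 genes, all genes with a count of 10 in 3 samples, and log2 CPM. The groups, tests, lists of the 24 tests, naming rule and these alternatives were fixed before the data were examined. Removal of each library's trend against transcript length, alone or with GC content (lowess, span 0.3), was added after the data were seen. Fits were tested on simulated counts drawn from the means and dispersions of the real libraries with 200 changed genes. These genes were changed by a factor of 3 or 4, up or down, and taken from genes over a minimum mean count. Recovery of smaller changes or of genes with few counts was therefore not tested. Every group was drawn with the same dispersion per gene. DESeq2 recovered 99% of the changed genes for CK666 against control (20021 genes tested) and called 4 unchanged genes. For siArp4 against siControl it recovered 82% (16658 genes tested) and called 16 unchanged genes among 180 calls, a larger share than an adjusted p of 0.01 stands for. With the same length trend added to all 3 simulated siControl libraries it called 120 unchanged genes among 298 calls (12752 genes tested), and 21 among 205 once the trend was removed (13108 genes tested). In the real siControl libraries the log2 ratio between replicates was related to transcript length across genes (Spearman's rho -0.54, -0.58 and 0.40 in the 3 pairs). Genes are not independent replicates. The relation was of similar size in CK666 (0.62, 0.58 and -0.38) and siArp4+CK666 (-0.47, -0.55 and -0.45). It reached 0.44 in siArp4, 0.25 in control and -0.23 in CytoD. Trends that differ between replicates, as in the real siControl libraries, were not simulated, so the 120 calls do not measure their effect. No trend was added to the simulated libraries of the first experiment. The quasi-likelihood test recovered 95% and 58% in the simulations of CK666 and siArp4 without a trend and called 1 and 0 unchanged genes. Transcript length in the trend fits and all coordinates refer to vM21, since vM25 was not used here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.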

Results

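Gene expression was measured by RNA-seq in mouse marrow-derived MSC under 6 conditions, with 3 libraries per condition. The first experiment held control, CK666 and CytoD cells. The second held siControl, siArp4 and siArp4+CK666 cells, all of them transfected. Total estimated counts per library ran from 18075610 (CytoD replicate 1) to 24733212 (siArp4 replicate 1), and between 12563 and 13234 genes per library reached a count of 10. The 10 most abundant genes took 5.57% to 7.81% of the counts of a library. Mitochondrial genes took 1.30% to 3.36%. No pair of replicates was a repeat of the same library, since the chi-square per degree of freedom between replicates of a group was at least 6.79. In the first experiment the treatments asked how disturbing actin branching or actin filaments changes transcription. In the second, Arp4, an actin-related protein of the nucleus, was depleted to ask how far the response to CK666 depends on it.

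The knockdown target was read first in every library. The Arp4 siRNA (CCUCUGGCUGGAGACUUCAUUACCA) matched the transcripts of 1 gene, Actl6a (ENSMUSG00000027671.14), which lies on the plus strand of chromosome 3 from 32706298 to 32726973 (GRCm38). The 25 matched bases lie at 32718382 to 32718406 in exon 7 of 14 of the main transcript, all inside the coding sequence. The control siRNA matched the transcripts of 0 genes. Normalized counts of Actl6a were 720.1, 1127 and 840.6 in the siControl libraries, 48.9, 57.2 and 19.0 in siArp4, and 9.52, 22.9 and 17.9 in siArp4+CK666. Group means were 895.8 ± 208.9 (SD, n = 3), 41.7 ± 20.1 and 16.8 ± 6.76, so 4.66% of the siControl level was left in siArp4 and 1.87% in siArp4+CK666. The log2 fold change was -4.42 (SE 0.41, DESeq2 adjusted p 2.59e-25) for siArp4 and -5.73 (SE 0.44, adjusted p 6.33e-37) for siArp4+CK666. The knockdown groups differed from each other by -1.31 (SE 0.46, adjusted p 0.0324), which did not pass the threshold, though it did without siArp4 replicate 3 (-1.65, adjusted p 0.00137). In the first experiment Actl6a was at 930.6 ± 41.9 in control and 869.3 ± 106.2 in CK666, a difference within the replicate spread (adjusted p 0.572). It was lower in CytoD (603.4 ± 29.3, log2 fold change -0.62, adjusted p 4.52e-06), by less than the fold change minimum. The span of Actl6a overlaps Mrpl47 on the other strand (mean count 344.8), and strand was not recorded in these libraries. The paralogue Actl6b was at 0 in all 18 libraries, which allows up to 3 counts in a library.

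**Figure D1:**
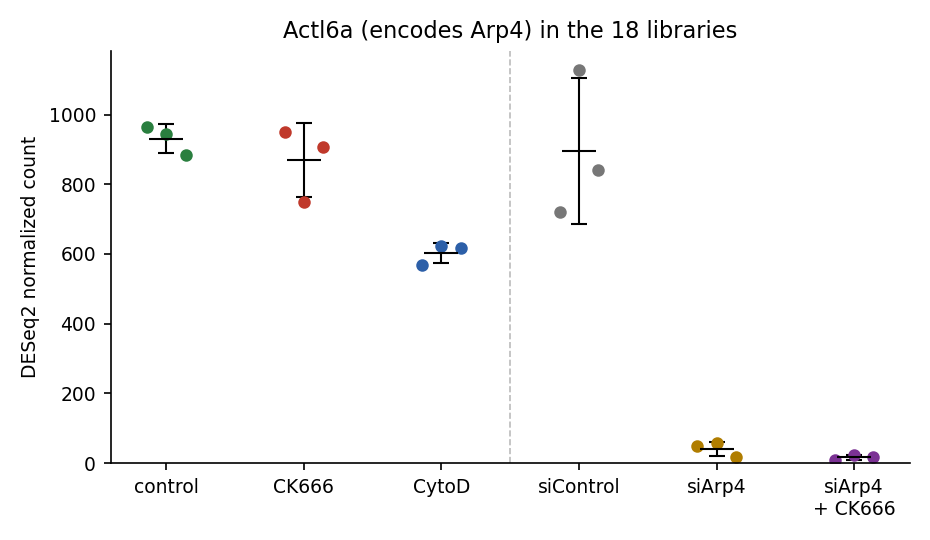
Normalized counts of Actl6a (vertical axis, linear) in each of the 18 libraries, by group; points are libraries, bars the mean and SD of 3, and the dashed line parts the experiments, which were scaled separately. The 3 siControl libraries sit between 720.1 and 1127 and the 6 knockdown libraries between 9.52 and 57.2.

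Variation among the 9 libraries of the first experiment was dominated by treatment. The first principal component held 58.1% of the variance of the 1000 most variable genes and set CK666 apart from the other groups. The second held 25.3% and set CytoD apart from control. CK666 libraries lay 44.4 ± 3.73 (SD, n = 3) from the centre of the control libraries and CytoD libraries 33.2 ± 0.520, a ratio of 1.34, and both distances exceeded the mean distance of 19.5 between control replicates taken over the most variable genes of all 18 libraries. Over all genes with a count of at least 10 in at least 3 samples, the alternative that moved this ratio most, it was 1.18. Without CK666 replicate 1, which lay farthest out, it was 1.21.

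**Figure D2:**
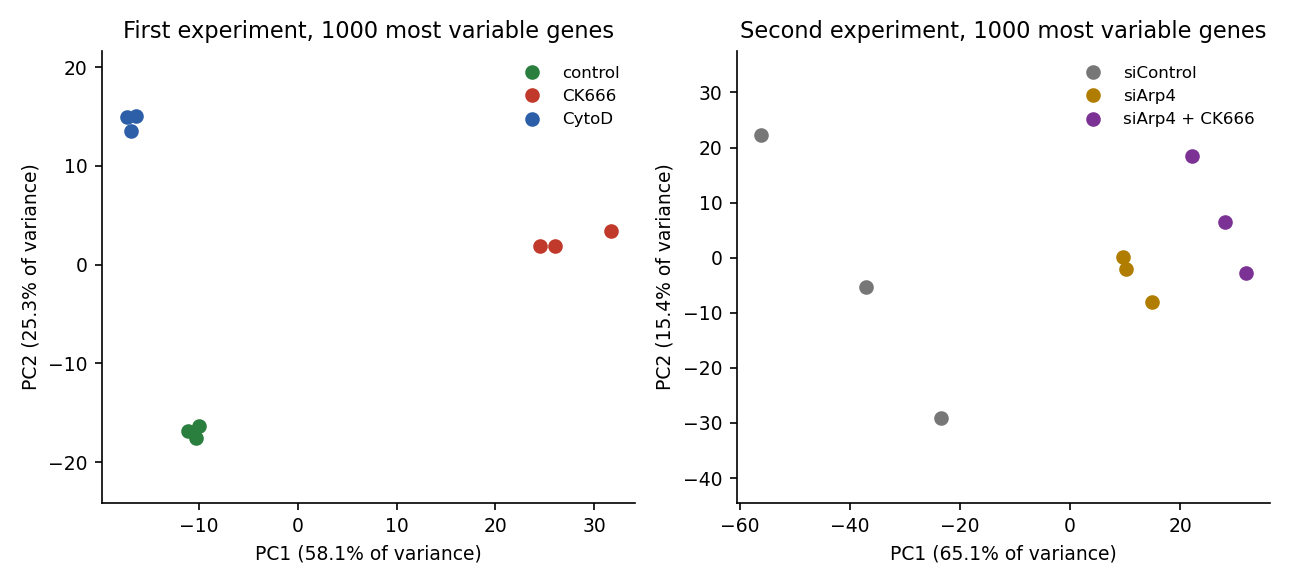
Principal components of the first and of the second experiment over the 1000 most variable genes after variance stabilization (axes in transformed units, with the share of variance; points are libraries). The 3 replicates of each group of the first experiment lie close together, and the siControl libraries spread along both components of the second.

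CK666 changed 1599 genes against control, 714 higher and 885 lower. The fold change rule moved this count most, to 349 genes in a test against a fold change of 2. With no fold change minimum it was 4381 genes, 2230 higher and 2151 lower. The largest fall was in Txnip (ENSMUSG00000038393.14, chromosome 3 from 96557957 to 96561883, plus strand), at 127.6 ± 11.3 normalized counts against 2450 ± 74.8 in control, a log2 fold change of -4.26 (SE 0.11) with an adjusted p too small to be stored and given as 0. Il1rl1 fell by 4.09 on the log2 scale (adjusted p 2.76e-41) and Mcf2l by 4.05 (adjusted p 1.47e-22). The largest rise was in Angptl6 (ENSMUSG00000038742.7, chromosome 9 from 20873808 to 20879727, minus strand), at 308.7 ± 130.1 against 4.55 ± 3.09, a log2 fold change of 6.07 (SE 0.58, adjusted p 1.04e-23). Cdsn rose by 5.09 (adjusted p 9.66e-82) and Lzts1 by 5.02 (adjusted p 9.39e-55).

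CytoD changed 1251 genes, 659 higher and 592 lower. With no fold change minimum more genes were lower than higher (1871 higher, 2196 lower). The largest fall was in Ccn2 (ENSMUSG00000019997.11, chromosome 10 from 24595442 to 24598683, plus strand), from 31710 ± 1255 normalized counts in control to 3456 ± 117 in CytoD, a log2 fold change of -3.20 (SE 0.10, adjusted p 1.16e-237). Slc7a5, which shares its span with Gm20388 on the other strand and is uncertain for that reason, fell by 2.77 on the log2 scale (adjusted p 3.39e-95). The largest rise was in Mmp13 (ENSMUSG00000050578.10, chromosome 9 from 7272514 to 7283331, plus strand), at 304.4 ± 3.37 against 29.0 ± 1.84, a log2 fold change of 3.39 (SE 0.23, adjusted p 2e-48). Adipoq followed at 3.27 (SE 0.31, adjusted p 1.52e-24) and Exoc3l4 at 3.05 (SE 0.49, adjusted p 4.52e-09).

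Between CK666 and CytoD, 384 genes were called in the same direction, 168 higher and 216 lower, which is 24% of the CK666 genes and 30.7% of the CytoD genes. A further 42 genes were called in opposite directions. Both comparisons used the same control libraries, and in 10 simulated draws of unchanged groups around such controls at most 4 genes were called per comparison and 0 were shared, which sets no level for the overlap of lists as long as these. Compared directly, CK666 and CytoD differed in 1778 genes, 764 higher and 1014 lower in CK666. This balance depended on the fold change rule. It was reversed with no fold change minimum (2542 higher, 2237 lower) and even against a fold change of 2 (219 and 219). Trib3 (ENSMUSG00000032715.9, chromosome 2 from 152337422 to 152344032, minus strand) had 7434 ± 1277 normalized counts in CK666 and 71.5 ± 15.4 in CytoD, a log2 fold change of 6.70 (SE 0.19, adjusted p 6.98e-276). Angptl6 was higher in CK666 by 5.42 (adjusted p 2.41e-22). Txnip was lower in CK666 than in CytoD by the widest margin, at 127.6 ± 11.3 against 4980 ± 158 (log2 fold change -5.28, SE 0.11). Il1rn was lower as well, with a log2 fold change of -4.75 (adjusted p 3.78e-82).

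**Figure D3:**
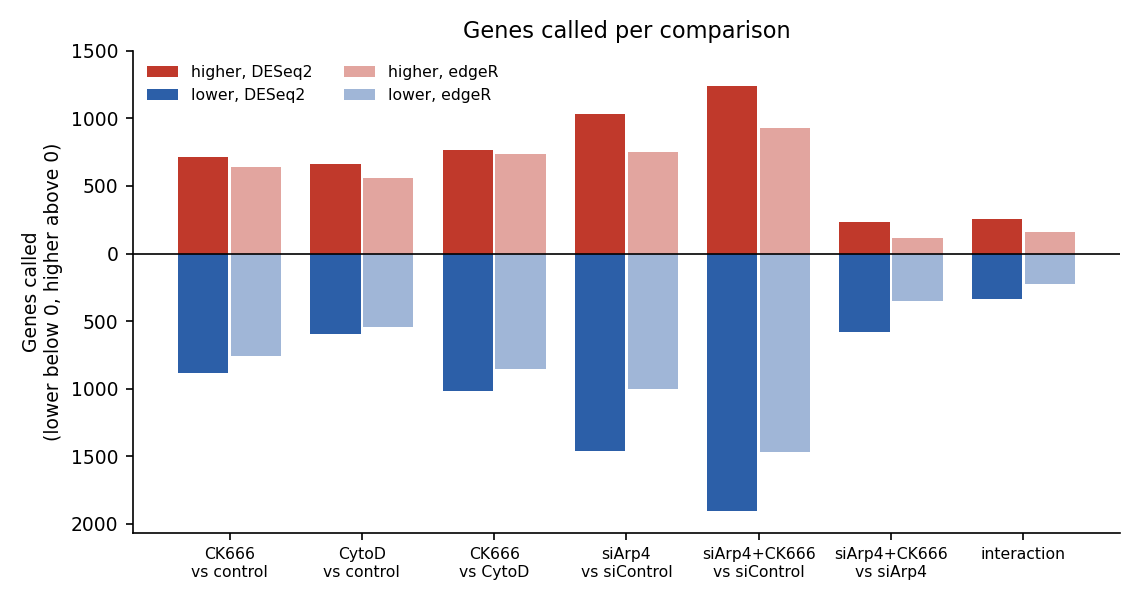
Genes called higher (above 0) and lower (below 0) in each comparison and in the interaction, as counts on a linear axis; full colour shows DESeq2 and pale colour edgeR's quasi-likelihood test at the same thresholds. The counts run from 596 for the interaction to 3150 for siArp4+CK666 against siControl with DESeq2, and edgeR calls fewer genes in each.

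Proliferation genes were lower under both drugs. The median log2 fold change over 78 genes was -1.13 with CK666 (77 genes lower, camera adjusted p 1.81e-31) and -1.03 with CytoD (78 lower, adjusted p 1.81e-31). With an estimated correlation the camera adjusted p was 0.00234 for each drug. The direct difference between the drugs was small (median -0.18, 49 of 78 lower in CK666, adjusted p 0.0426). It was no longer called with an estimated correlation (adjusted p 0.31), nor without CK666 replicate 2 (0.0733) or 3 (0.0733), without CytoD replicate 3 (0.0778), or without control replicate 1 (0.0508), 2 (0.0525) or 3 (0.0566). The unfolded protein response moved in opposite directions, up with CK666 (median 0.43, 22 of 35 tested genes higher, adjusted p 0.000703) and down with CytoD (median -0.22, 28 of 35 lower, adjusted p 0.000703). The difference between the drugs was tested directly and called (median 0.58, 28 of 35 higher in CK666, adjusted p 1.03e-07). With an estimated correlation the separate CK666 and CytoD results stood at an adjusted p of 0.0503 each, just outside the threshold, and all 3 were called by fry.

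Adipogenic markers were higher with CK666 (median 0.96, 9 of 11 tested genes, camera adjusted p 0.00294) and with CytoD (median 2.02, 10 of 11, adjusted p 3.08e-06). The CK666 result had an adjusted p of 0.0519 with an estimated correlation and was called by fry. The direct difference between the drugs was not called (median -0.36, adjusted p 0.0577), though it was by fry (0.000471) and without CK666 replicate 1 (0.0274), CytoD replicate 1 (0.0496) or CytoD replicate 2 (0.0466). Of the 12 genes on the list, 5 were called higher with CK666 (Cd36, Adipoq, Adhfe1, Cidec and Plin1) and 7 with CytoD (the same 5 with Lipe and Cebpa), and the counts adjusted over the list alone were again 5 and 7. Adipoq rose from 61.6 ± 25.7 normalized counts in control to 231.8 ± 78.0 with CK666 (log2 fold change 1.91, SE 0.31, adjusted p 8.56e-09) and 593.5 ± 66.5 with CytoD. Cd36 rose from 20.3 ± 10.03 to 152.7 ± 24.4 with CK666 and 109.5 ± 11.6 with CytoD. Cidec had low counts (6.29 ± 2.09 in control, 27.1 ± 25.04 in CK666 and 31.1 ± 6.01 in CytoD), and edgeR did not call it for CK666 (adjusted p 0.0283) or CytoD (0.0204). Its CK666 call was lost without CK666 replicate 1 (0.239), without CytoD replicate 1 (0.015), 2 (0.0176) or 3 (0.0174), without control replicate 1 (0.0209), 2 (0.0587) or 3 (0.0267), and with the length trend removed (0.0114). Its CytoD call was lost without CytoD replicate 1 (0.0109), 2 (0.0244) or 3 (0.0297), and without control replicate 1 (0.0123), 2 (0.0325) or 3 (0.0146). Cebpa lay at the fold change minimum with CytoD (log2 fold change 1.03) and fell under it without CytoD replicate 3 (0.98) or control replicate 2 (0.99). Fabp4 lay just under the minimum with CK666 (log2 fold change 0.98) and CytoD (0.99). It passed with CK666 under TMM size factors (1.004), with the length trend removed (1.02), and without CK666 replicate 2 (1.12) or 3 (1.04) or control replicate 2 (1.004). With CytoD it passed with the length trend removed (1.03) and without CytoD replicate 1 (1.004) or 2 (1.02) or control replicate 2 (1.01). Nfia with CytoD (0.95) passed with the length trend removed (1.05) and without CytoD replicate 1 (1.07) or control replicate 1 (1.02) or 3 (1.11), and Lipe with CK666 (0.94) without control replicate 3 (1.08).

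Osteogenic markers were higher as a list with CytoD (median 0.84, 7 of 8 tested genes, camera adjusted p 0.0077, and 0.0503 with an estimated correlation) and not with CK666 (median 0.13, 5 of 8 higher, adjusted p 0.769). The direct difference did not pass correction (median -0.57, 7 of 8 lower in CK666, adjusted p 0.061) by camera, while fry called it (adjusted p 1.57e-05). Of the 11 genes, 3 were called with CK666 (Prkaa2 and Bglap higher, Dlx5 lower) and 2 with CytoD (Rgs2 and Bglap higher), and adjusted over the list alone the counts were 3 and 2. Rgs2 was at 17.1 ± 6.32 normalized counts in control, 12.3 ± 5.28 in CK666 and 269.6 ± 16.6 in CytoD (log2 fold change 3.97, SE 0.32, adjusted p 4.18e-33 against control). Prkaa2 was at 49.0 ± 13.6 in control and 219.2 ± 63.5 in CK666 (log2 fold change 2.16, SE 0.32, adjusted p 1.26e-10). Bglap was at 0 in all 3 control libraries, 9.16 ± 1.91 in CK666 and 9.03 ± 4.65 in CytoD. A count of 0 allows up to 3 counts in a library, the gene has close copies that could share its reads, and its rise is uncertain. Dlx5 was near the floor in CK666 (1.91 ± 1.66) against 12.6 ± 2.92 in control. Its call was lost without CK666 replicate 2 (adjusted p 0.0278) or 3 (0.0191) or control replicate 2 (0.0114) or 3 (0.0188), and by edgeR (0.0107).

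**Figure D4:**
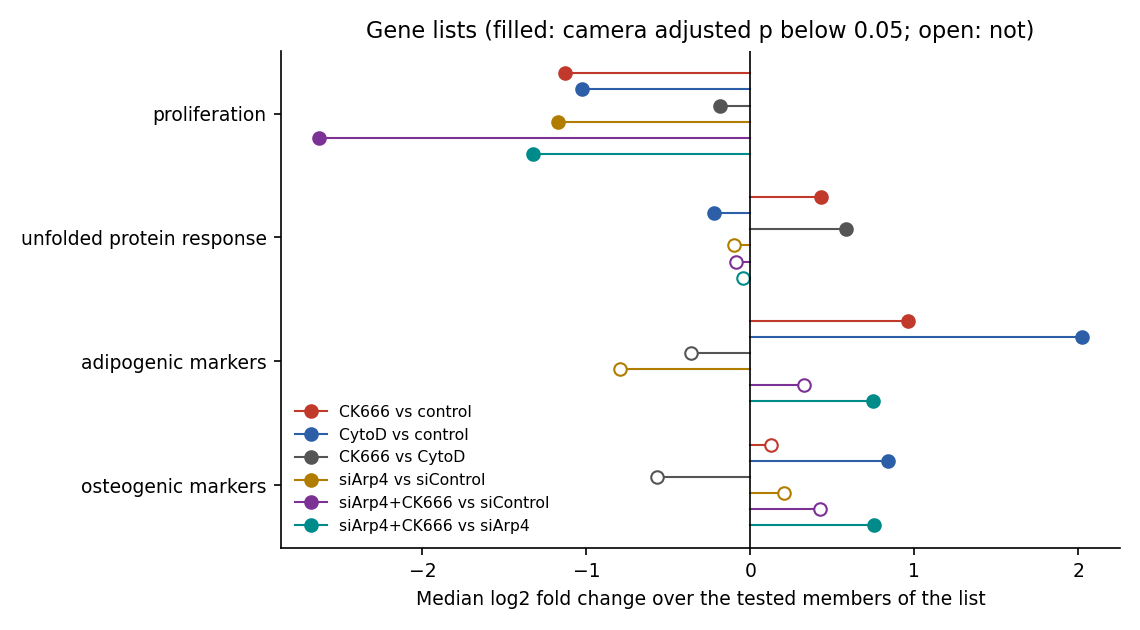
Median log2 fold change (horizontal axis) of the tested members of 4 gene lists in 6 comparisons; filled points have a camera adjusted p below 0.05 and open points do not. Proliferation genes lie below 0 in every comparison, down to -2.63 in siArp4+CK666 against siControl.

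In the second experiment the first principal component held 65.1% of the variance and parted siControl from both knockdown groups, and the second held 15.4%. The siArp4+CK666 libraries lay 69.0 ± 3.41 (SD, n = 3) from the siControl centre and the siArp4 libraries 55.9 ± 1.94, a ratio of 1.24. The siControl libraries were spread more widely than the untransfected controls. Over the most variable genes of all 18 libraries, the mean distance between siControl replicates was 44.4, with single pairs at 59.97, 35.3 and 37.8, against 19.5 between control replicates, whose pairs lay at 19.7, 21.0 and 17.7. The difference in spread was not tested.

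Arp4 knockdown changed 2494 genes against siControl, 1031 higher and 1463 lower. Without single libraries the count ran from 1968 to 3198. The quasi-likelihood test called 1752. The largest fall was in C1qtnf12 (ENSMUSG00000023571.4, chromosome 4 from 155962318 to 155966629, plus strand), at 41.9 ± 11.3 normalized counts against 1012 ± 616 in siControl, a log2 fold change of -4.59 (SE 0.46, adjusted p 2.91e-21). Adipoq fell from 170.1 ± 53.1 to 9.78 ± 5.88 (log2 fold change -4.09, SE 0.45, adjusted p 2.62e-18). Sema3c (ENSMUSG00000028780.13, chromosome 5 from 17574281 to 17730268, plus strand) rose from 66.3 ± 17.7 to 1794 ± 243, a log2 fold change of 4.75 (SE 0.27, adjusted p 9.88e-65), and Timp3 rose by 4.39 (SE 0.24, adjusted p 2.26e-69). Untransfected control libraries, scaled separately, held 1280 ± 132.3 normalized counts of Timp3 and 497.4 ± 27.55 of Sema3c, above the siControl levels. Timp3 was at 59.38 ± 17.99 in siControl and 1258 ± 133.7 in siArp4, so knockdown cells did not exceed untransfected ones in it. Both C1qtnf12 (515 in untransfected control) and Adipoq (61.64) were lower in siArp4 than in either control. The processed pseudogene Rpl15-ps3 had the highest estimate, 5.86 (SE 1.70, adjusted p 0.00276). The siControl libraries held 0, 0 and 35.5 normalized counts of it, and without siControl replicate 3 the fitted value was 11.83, against libraries all at 0, which is no bound. It is uncertain because its reads could come from the parent gene, and its call was lost without siArp4 replicate 1 (adjusted p 0.0272), 2 (0.0126) or 3 (0.0391).

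With CK666 added to the knockdown, 3150 genes differed from siControl, 1242 higher and 1908 lower. Actl6a showed the largest fall. Cit (ENSMUSG00000029516.19, chromosome 5 from 115845278 to 116008947, plus strand) fell from 601.8 ± 223.0 normalized counts to 11.7 ± 6.01, a log2 fold change of -5.67 (SE 0.43, adjusted p 1.24e-37), and Krt19 from 1415 ± 839 to 29.0 ± 17.4, a log2 fold change of -5.61 (SE 0.50, adjusted p 3.27e-27). Atf3 (ENSMUSG00000026628.13, chromosome 1 from 191170296 to 191218039, minus strand) rose from 21.6 ± 8.59 to 646.9 ± 41.7, a log2 fold change of 4.88 (SE 0.27, adjusted p 3.25e-69). Rpl15-ps3 (log2 fold change 6.46, adjusted p 0.000698) and the histone gene Hist1h2bq (4.61, adjusted p 0.00115) had large estimates too. Both are uncertain, as copies of these genes could share reads. The first moved to 12.43 without siControl replicate 3, again against libraries at 0, and was not called without siArp4+CK666 replicate 1 (adjusted p 0.0134) or 3 (0.0124), and the second without siArp4+CK666 replicate 3 (0.0153) or siControl replicate 3 (0.0121), nor by edgeR (0.0237). The knockdown groups shared 1755 genes called in the same direction, 638 higher and 1117 lower, which is 70.4% of the siArp4 genes and 55.7% of the siArp4+CK666 genes, and 21 genes went in opposite directions. Simulated unchanged groups with shared controls had at most 13 called and 4 shared genes, which again sets no level for lists of this length.

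Adding CK666 to the knockdown changed 811 genes against siArp4 alone, 230 higher and 581 lower. The quasi-likelihood test called 466. Ly6a (ENSMUSG00000075602.10, chromosome 15 from 74994877 to 74998031, minus strand) fell from 2710 ± 249 normalized counts to 157.7 ± 24.99, a log2 fold change of -4.10 (SE 0.24, adjusted p 4.29e-61), and Ccl9 by 3.86 on the log2 scale (SE 0.31, adjusted p 1.71e-33). Tmem182 (ENSMUSG00000079588.3, chromosome 1 from 40805601 to 40856887, plus strand) rose from 21.9 ± 5.27 to 422.4 ± 45.7, a log2 fold change of 4.28 (SE 0.29, adjusted p 6.95e-47). Adipoq rose from 9.78 ± 5.88 to 136.2 ± 28.1 (log2 fold change 3.76, SE 0.45, adjusted p 4.06e-15), against 132.0 to 230.7 in single siControl libraries and 108.7 to 165.0 in single siArp4+CK666 libraries.

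**Figure D5:**
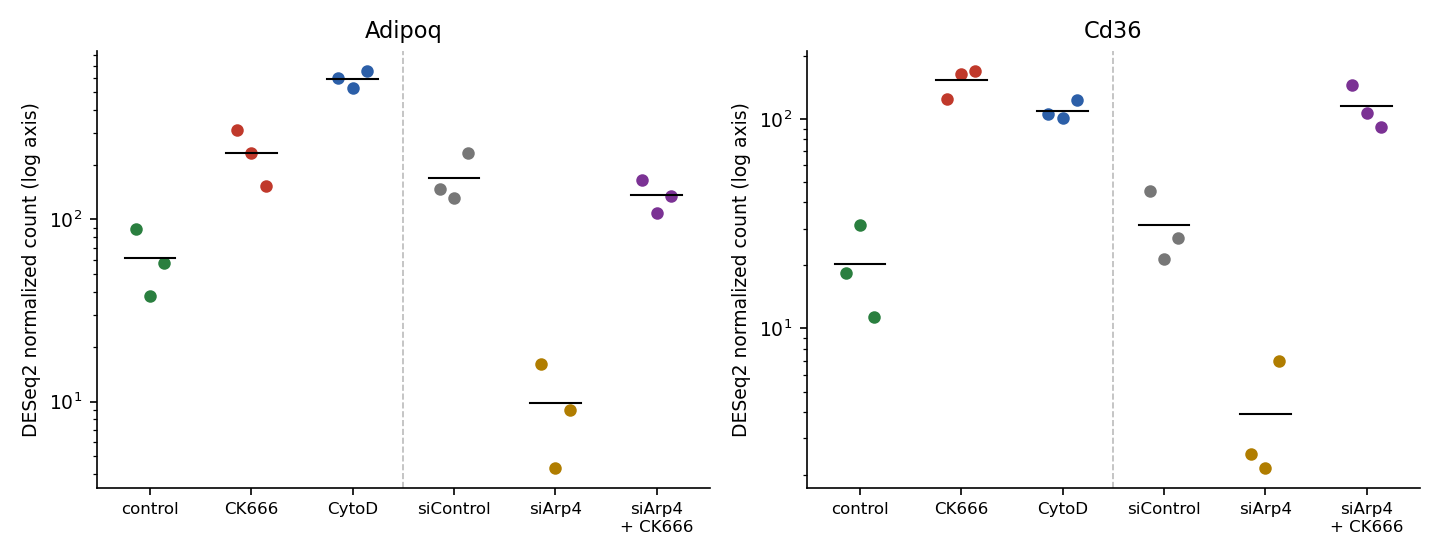
Normalized counts of Adipoq and Cd36 in each library by group, on log axes; points are libraries, black lines group means of 3, and the dashed line parts the experiments, which were scaled separately. Adipoq falls to 9.78 and Cd36 to 3.9 in siArp4, and both are higher in siArp4+CK666 (136.2 and 114.8).

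The genes called with CK666 and with siArp4 came from libraries with no sample in common. They shared 251 genes in the same direction, 72 higher and 179 lower, while 212 went in opposite directions. Every combination was above the number set by chance over 14133 genes (4 Fisher's exact tests across genes, which are not independent replicates). Genes lower in both numbered 179 against 89.5 expected (odds ratio 2.43, adjusted p 6.2e-20) and genes higher in both 72 against 45.6 (odds ratio 1.70, adjusted p 0.00014). Genes lower with CK666 and higher with siArp4 numbered 119 against 58.4 (odds ratio 2.37, adjusted p 7.8e-14), and the reverse 93 against 69.8 (odds ratio 1.41, adjusted p 0.00354). Calls were thus shared more often than this expected number in opposite directions as well as in the same one. The tests take every gene as equally likely to be called, and no comparison matched for expression level was made. An excess in all 4 combinations can therefore also come from genes that are easier to call in both experiments.

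Proliferation genes were lower again in the second experiment. Their median log2 fold change was -1.17 in siArp4 (74 of 78 lower, camera adjusted p 2.26e-18) and -2.63 in siArp4+CK666 (75 of 78, adjusted p 1.66e-29) against siControl, and -1.32 between the knockdown groups (74 of 78, adjusted p 3.33e-32). With an estimated correlation the camera adjusted p were 0.000645, 0.000231 and 0.000231 in the same order. Splits with mixed labels called at least as many lists in both comparisons with siControl, so p-values at the preset correlation may be too small there. The unfolded protein response was not called in siArp4 (median -0.10, adjusted p 0.985), in siArp4+CK666 (-0.09, adjusted p 0.719) or between them (-0.04, adjusted p 0.249). In all 3 the median was below 0 while camera pointed up, and the mean was above 0 in the last pair (0.19 and 0.25). Fry called the list higher in siArp4+CK666 against siControl (adjusted p 0.0113) and against siArp4 (0.0231). Adipogenic markers did not pass correction in siArp4 (median -0.80, 7 of 10 tested genes lower, adjusted p 0.069), though fry called them (0.000104) and they passed without siArp4 replicate 3 (0.0445) and with no filter on low counts (0.02). They were not called in siArp4+CK666 against siControl (median 0.32, adjusted p 0.162, and 0.000848 by fry) and were higher in siArp4+CK666 than in siArp4 (median 0.75, 9 of 10, adjusted p 3.2e-05). Osteogenic markers were not called against siControl (median 0.20, adjusted p 0.817 in siArp4, and 0.43, adjusted p 0.0692, or 4.39e-05 by fry, in siArp4+CK666) and were higher between the knockdown groups (median 0.75, 7 of 8, adjusted p 0.00191).

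Among single adipogenic markers, Cd36, Adipoq and Plin1 were called lower and Nfia higher in siArp4. Cd36 went from 31.2 ± 12.5 normalized counts in siControl to 3.9 ± 2.70 in siArp4 and 114.8 ± 28.0 in siArp4+CK666, where it was above siControl (log2 fold change 1.86, SE 0.43, adjusted p 8.73e-05). Plin1 was low throughout (18.6 ± 19.8 in siControl, 1.74 ± 2.20 in siArp4) and edgeR did not call it (adjusted p 0.0397). Its siArp4 call was lost without siArp4 replicate 1 (0.0121), 2 (0.0411) or 3 (0.0402), without siArp4+CK666 replicate 1 (0.0137), 2 (0.0136) or 3 (0.0131), and without siControl replicate 3 (0.142). Plin1 was called higher in siArp4+CK666 than in siArp4, a call lost without siArp4 replicate 1 (0.0179), 2 (0.0414) or 3 (0.0386), without siArp4+CK666 replicate 1 (0.0478), 2 (0.0209) or 3 (0.0226), and by edgeR (0.0595). In siArp4 Fabp4 and Cebpa lay just under the fold change minimum (both -0.99). Fabp4 passed it with the length trend removed (-1.05) and without siArp4 replicate 1 (-1.01) or 2 (-1.01) or siControl replicate 1 (-1.12), and Cebpa without siArp4 replicate 2 (-1.02) or siControl replicate 1 (-1.21). Fabp4 was higher in siArp4+CK666 than in siArp4, at 3589 ± 384 against 1249 ± 83.6 (log2 fold change 1.52, SE 0.18, adjusted p 9.27e-15). Of the osteogenic markers, Rgs2 and Ccno were higher and Fgfr2 and Atoh8 lower in siArp4 (Fgfr2 is uncertain, as its annotated span overlaps expressed genes such as Oat and Bub3), and Rgs2, Prkaa2 and Ccno were higher in siArp4+CK666. Rgs2 rose from 477.1 ± 15.8 to 1260 ± 191 and 1951 ± 145. Without siControl replicate 1, Prkaa2 was called in siArp4 too (2.30, adjusted p 1.63e-07, against 1.15 and 0.0901 with all libraries) and Runx2 in siArp4+CK666 (1.15, adjusted p 0.000174, against 0.71 and 0.0968). Runx2 is uncertain, as its span overlaps Supt3 on the other strand (mean count 242.1). Prkaa2 was not called between the knockdown groups (1.57, adjusted p 0.026) but was with the length trend removed (0.0027) and without siControl replicate 1 (4.05e-07) or 2 (0.00272). Its counts did not overlap between these groups (179.2 to 251.7 in siArp4+CK666, 56.15 to 85.16 in siArp4). The siControl libraries (68.74, 13.83 and 15.88) entered this result only through the fit shared by the 9 libraries. Adjusted over the list alone the counts were the same as over all genes in every comparison, 4 and 4 in siArp4, 2 and 3 in siArp4+CK666 against siControl, and 4 and 1 between the knockdown groups for adipogenic and osteogenic markers. In siArp4 the call of Atoh8 was lost without siArp4 replicate 1 (adjusted p 0.0138), 2 (0.0205) or 3 (0.0381), without siControl replicate 2 (0.0235) or 3 (0.0169), and by edgeR (0.0223). The call of Ccno was lost without siArp4 replicate 1 (0.0263) or 3 (0.0214), without siControl replicate 1 (0.0164) or 3 (0.0301), and by edgeR (0.0151), and that of Nfia without siControl replicate 3 (log2 fold change 0.95) and with the length trend removed (0.83, and 0.83 in siArp4+CK666, where its call was lost too).

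The response to CK666 in knockdown cells was compared with that in untransfected cells by an interaction contrast over the 18 libraries. It called 596 genes, 257 higher and 339 lower, and edgeR called 384. Lpar4 (chromosome X from 106920625 to 106933900) had a log2 difference of -4.33 (SE 0.42, adjusted p 1.41e-22). CK666 raised it in untransfected cells (log2 fold change 3.67, adjusted p 1.52e-72) and its change in knockdown cells was not called (-0.66, adjusted p 0.292). Cth (chromosome 3 from 157894248 to 157925077) had a difference of -4.27 (SE 0.37, adjusted p 3.95e-28), from changes of 3.48 (adjusted p 6.98e-69) and -0.79 (adjusted p 0.235). Lgr5 (chromosome 10 from 115450311 to 115587780) had the largest positive difference, 3.87 (SE 0.65, adjusted p 1.84e-07), from changes of -4.05 (adjusted p 1.46e-64) and -0.16 (adjusted p 0.933). Tmem182 followed at 3.42 (SE 0.26, adjusted p 7.02e-37), from changes of 0.87 (adjusted p 7.21e-12) and 4.28 (adjusted p 6.95e-47). As siControl cells with CK666 were not analysed here, knockdown, transfection and experiment are part of this difference together.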

Values the study reported

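The study reported 1583 differentially expressed genes after CK666, of which 710 were up and 873 down, and 1256 after CytoD, of which 665 were up and 591 down. It gave 376 genes as common to both treatments, 164 of them up and 212 down, which it put at 24% of the CK666 genes and 30% of the CytoD genes. For the Arp4 knockdown it reported 2478 genes, 1023 increased and 1455 decreased. With CK666 added to the knockdown it reported 3135 genes, 1233 increased and 1902 decreased, and it counted 1665 of the 2478 knockdown genes (67%) as common to both.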

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

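The test of transcript length on the interaction was chosen after the result was seen. The effect of CK666 differed between untransfected and Arp4 knockdown cells in 596 genes, by a test of the difference itself. The largest differences on the log2 scale were in Lpar4 (-4.33), Cth (-4.27), Lgr5 (3.87) and Tmem182 (3.42). Lpar4, Cth and Lgr5 changed with CK666 in untransfected cells and were not called in knockdown cells, and Tmem182 rose more in knockdown cells.

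Several technical explanations were weighed. With each library's trend against transcript length removed, 701 genes were called, and with all libraries thinned to the smallest total 582 were called, so neither length bias nor depth accounted for the count as a whole. Labels were also shuffled within the CK666 and its control group and within the siArp4+CK666 and siArp4 group. In a fit of these 4 groups alone the real labelling gave 760 genes. Of 100 labellings, the real one included, 9 gave as many, and the largest count was 2952. The other 8 of the 9 kept the real labels of 1 of the 2 pairs of groups and so still held a CK666 effect in that pair, while the 80 labellings that mixed both pairs removed it from both and gave at most 8 genes. Neither kind stands for an equal CK666 effect in both settings, so this count does not decide whether chance can be excluded.

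What stays open is the part played by Arp4 itself. The knockdown cells were transfected and belonged to another experiment, and siControl cells differed from untransfected controls in 3496 genes in the fit of all 18 libraries, where 2739 were called between siArp4 and siControl. Transfection or experiment and the loss of Arp4 cannot be told apart for the interaction genes, because siControl cells with CK666 were not analysed here. A dependence of part of the CK666 response on Arp4 remains a hypothesis beside these.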

How the results depend on the processing

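The removal of length and GC trends and the test of fry under other orders of the groups were chosen after the results were seen. Counts of called genes stayed within 1.5 times of the reported ones in all 7 comparisons under TMM size factors, a filter on low counts, an adjusted p below 0.05, fits on the groups compared, length and GC correction, and in all 72 fits that left out 1 library. Without a fold change minimum the counts were 4381 (CK666), 4067 (CytoD), 4779 (CK666 against CytoD), 3867 (siArp4), 1395 (siArp4+CK666 against siArp4) and 1055 (interaction). Tested against a fold change of 2 they were 349, 147, 438, 431, 792 (siArp4+CK666 against siControl), 145 and 58. edgeR called 466 genes between the knockdown groups and 384 in the interaction. Shared genes numbered 1634 (CK666 and CytoD), 2859 (siArp4 and siArp4+CK666) and 827 (CK666 and siArp4) without a fold minimum, and 31, 287 and 13 against a fold change of 2. These differences follow from the thresholds themselves, apart from those of edgeR. On the same simulated counts edgeR recovered 64% of the changed genes between the knockdown groups and 60% in the interaction, calling 0 unchanged genes in each, where DESeq2 recovered 87.5% and 77% and called 15 and 9 unchanged genes.

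The ratio of the CK666 to the CytoD distance from control was 1.18 over all genes with enough counts and ran from 1.21 (without CK666 replicate 1) to 1.42 when single libraries were left out. The cause was not tested.

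Among the 24 list tests, 5 were no longer called with an estimated correlation. Their medians were unchanged at -0.18 (proliferation, CK666 against CytoD, adjusted p 0.31), 0.43 and -0.22 (unfolded protein response with CK666 and with CytoD, both 0.0503), 0.96 (adipogenic markers with CK666, 0.0519) and 0.84 (osteogenic markers with CytoD, 0.0503). Fry called 7 more in each of the 6 orders in which the 3 groups of an experiment can enter its design, on which its p-values depend. In 2 of the 6 orders it also called osteogenic markers with CK666 (adjusted p from 0.0476 to 0.0749 over the orders). The 7 were the unfolded protein response in siArp4+CK666 against siControl (median -0.0861) and against siArp4 (-0.0449), both called higher by fry, with means above 0 (0.19 and 0.25), and, in the direction of their medians, adipogenic markers in CK666 against CytoD (-0.36), siArp4 (-0.80) and siArp4+CK666 (0.32), and osteogenic markers in CK666 against CytoD (-0.57) and siArp4+CK666 (0.43). Fry asks whether a list changes at all and camera whether it changes more than other genes. With no filter on low counts adipogenic markers were called in siArp4 (-0.94, adjusted p 0.02).

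Of 216 list tests that left out 1 library, 206 kept their side of the threshold. The proliferation median between CK666 and CytoD ran from -0.23 to -0.16 and lost its call without CK666 replicate 2 (adjusted p 0.0733) or 3 (0.0733), CytoD replicate 3 (0.0778), or control replicate 1 (0.0508), 2 (0.0525) or 3 (0.0566). The adipogenic median between them ran from -0.49 to -0.36 and was called without CK666 replicate 1 (0.0274), CytoD replicate 1 (0.0496) or CytoD replicate 2 (0.0466). In siArp4 it ran from -0.91 to -0.75 and was called without siArp4 replicate 3 (0.0445). The causes were not tested.

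Replicate numbers were the same in every group, and a replicate block gave 1497, 1172, 1687, 2390, 3091, 769 and 546 genes. Some libraries with the same number deviated together, such as replicates 1 of siArp4+CK666 and siControl (r = 0.66), but in every comparison at least 1 of the 3 correlations was below 0.1 (-0.14 for replicates 2 of the same groups), so the numbers were not taken to pair samples. Under the block the adipogenic difference between CK666 and CytoD was called (median -0.36, adjusted p 0.0488), and Cidec with CK666 (0.0293) and Plin1 (0.0127) and Ccno (0.0119) in siArp4 were not. The interaction was called for Adipoq (0.00797), which had an adjusted p of 0.0104 as reported and was also called with the length trend removed (0.00273) and without CK666 replicate 1 (0.00312), control replicate 2 (0.00295), siArp4 replicate 1 (0.00333) or siControl replicate 1 (0.00734), 2 (0.00617) or 3 (0.00825), 8 of 22 alternatives in all. Among other markers it was called under all 22 for Adhfe1, with a negative sign (-3.65 to -3.39, adjusted p at most 2.13e-06). Adhfe1 was at 11.51 ± 2.118 in control and 110.8 ± 6.731 in CK666. It was already at 104.3 ± 12.24 in siControl, scaled separately, and at 116.6 ± 16.13 in siArp4 and 97.9 ± 13.09 in siArp4+CK666. Its high starting level in transfected cells was thus present without the knockdown. The interaction was also called under all 22 for Fgfr2, which is uncertain, with a positive sign (1.59 to 1.81, adjusted p at most 0.000363). Cd36, Actl6a and Rgs2 were called only in 2, 2 and 1 of the alternatives.

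Of the named genes, edgeR kept 160 of 168 results on their side of the threshold, and leaving out 1 library 1709 of 1791. Of the 36 largest changes taken by the naming rule, 33 were called under every setting run, and those lost concerned Rpl15-ps3 and Hist1h2bq. Bglap, Cidec, Dlx5 and Plin1 had few counts per library in some of the groups compared, and the effect of depth on their calls was not tested. Replicates also differed, with 57, 14 and 12 counts of Cidec in CK666 and 13, 3 and 44 of Plin1 in siControl.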

Other observations

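The tests chosen after the results were seen are those of YAP/TEAD targets with CK666, of ATF4 and CHOP genes, ATF4 targets and ER chaperone genes, and of length, abundant genes and a sample swap among the siControl libraries. For each of the 6 comparisons all 10 splits of its 6 libraries were fitted. The real split gave 1490 called genes for CK666, 1279 for CytoD, 1709 between them, 2305 for siArp4, 2743 for siArp4+CK666 and 944 between the knockdown groups in these fits. Only 1 of the 10, the real one, gave as many in each, and the largest count from another split was 4 for CK666, 4 for CytoD, 4 between them, 8 for siArp4, 42 for siArp4+CK666 and 29 between the knockdown groups. With 3 libraries against 3 the share is never under 0.1, so the share by itself cannot exclude chance. In the simulated draws of unchanged groups at most 4 genes were called per comparison in the first experiment and 13 in the second. The real counts for the comparisons with a control lay far above these, which argues against chance as their source. For the number of lists called, 2, 2, 1, 10, 10 and 1 of the 10 splits gave as many in the same order. Against siControl every split, mixed labels included, thus called at least as many lists as the real one. The number of lists called gives no support to camera calls in those comparisons, and p-values at the preset correlation may be too small.

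Targets of SRF and its actin-regulated cofactor MRTF were tested because CytoD is known to release MRTF from monomeric actin, which would raise them. They were lower with CytoD (median log2 fold change -0.81, 22 of 24 lower, camera adjusted p 9.71e-09), which argues against that release as the prevailing effect at the time of sampling. They were lower with CK666 as well (median -0.88, 24 of 24 lower, adjusted p 6.9e-11), as more monomeric actin holding MRTF back would give. Camera did not call the difference between the drugs (median 0.05 and mean -0.15, of different sign, adjusted p 0.433), while fry called the list lower in CK666 (0.0215), so a difference stays open. The list was not called in siArp4 (median 0.02, adjusted p 0.746) and was lower in siArp4+CK666 against siControl (-0.997, 17 of 24, adjusted p 0.00406) and against siArp4 (-0.83, 21 of 24, adjusted p 2.04e-09). With an estimated correlation the CK666 and CytoD results and that against siArp4 held (0.0303, 0.0326 and 0.0211), and that of siArp4+CK666 against siControl was lost (0.0737).

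YAP/TEAD targets were lower with CytoD (median -0.38, 13 of 19, adjusted p 0.0317) and with CK666 (-0.45, 15 of 19, adjusted p 0.00244), as a loss of YAP activity would give. The CytoD result was not kept with an estimated correlation (0.0737) or with the length trend removed (0.0924). The direct difference was not called (-0.05, adjusted p 0.488). Camera did not call the list in siArp4 (0.43, adjusted p 0.109) or siArp4+CK666 (-0.09, adjusted p 0.59), while fry called it higher in siArp4 (0.00116) and lower in siArp4+CK666 (0.00207). It was lower in siArp4+CK666 than in siArp4 (-0.44, 14 of 19, adjusted p 0.00921), a result lost with an estimated correlation (0.0521). Many genes fell with both drugs, proliferation genes among them, and no test here separates YAP from other causes.

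The rise of unfolded protein response genes with CK666 may reflect ATF4 activity. The 8 ATF4 and CHOP members of the list had a median of 3.35 (8 of 8 higher, adjusted p 7.54e-09), and 24 ATF4 targets outside the list, which served as the test, a median of 1.14 (23 of 24 higher, adjusted p 1.08e-12, and 0.00441 with an estimated correlation). The ER chaperone and ERAD members had a median of 0.01 with 11 of 22 higher (adjusted p 0.511), while fry called them higher (0.00402), so a rise of some of them stays open. With CytoD the outside targets were lower (median -0.68, 21 of 24, adjusted p 4.47e-07), as were the ATF4 and CHOP members (-0.85, adjusted p 0.0152) and the ER members (-0.21, adjusted p 0.0101), though neither of these last was called with an estimated correlation (0.178 and 0.1445). Between the drugs all 3 lists were higher in CK666 (medians 3.72, 0.33 and 1.71 for ATF4 and CHOP, ER and outside targets, adjusted p 2.95e-09, 0.00668 and 3.76e-17), the ER members not with an estimated correlation (0.142). In siArp4 none was called (0.08, -0.16 and 0.00, adjusted p 0.529, 0.619 and 0.619). In siArp4+CK666 the ATF4 and CHOP members (0.97, adjusted p 0.00129) and outside targets (0.49, adjusted p 0.00344) were higher, the former not with an estimated correlation (0.142), and both were higher against siArp4 as well (1.28 and 0.42, adjusted p 1.62e-07 and 1.14e-05). Camera did not call the ER members in siArp4+CK666 against siControl (-0.52, adjusted p 0.119) or siArp4 (-0.20, adjusted p 0.119), while fry called them lower (0.00195 and 0.00696), as did camera with the length trend removed (0.0477 in both), so a fall stays open. Which kinase would act on ATF4 was not tested.

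The siControl libraries lay 2.28 times as far from one another as the control libraries. The ratio was 2.16 over the 500 most variable genes, 2.21 over all genes with a count of 10 in 3 samples and 1.71 on log2 CPM. After thinning all libraries to the smallest total the ratio was 2.32, with the length trend removed 2.34 and without the 10 most abundant genes of each library 2.36, which argues against depth, transcript length or a few abundant genes as the cause. The lowest Actl6a count of a siControl library was 720.1, far above the knockdown libraries, which argues against a swap with one of them. Between siControl replicates the log2 ratio was also related to GC content (Spearman's rho 0.45, 0.37 and -0.44), and hardly between control replicates (-0.011, -0.013 and 0.014). Distances with a GC trend removed were not computed, so GC content stays open as a cause. Uneven transfection and differences between cultures or library preparation stay open too and were not tested.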
